# Regulation of cAMP and GSK3 signaling pathways contributes to the neuronal conversion of glioma

**DOI:** 10.1371/journal.pone.0178881

**Published:** 2017-11-21

**Authors:** Jinsoo Oh, Yongbo Kim, Lihua Che, Jeong Beom Kim, Gyeong Eon Chang, Eunji Cheong, Seok-Gu Kang, Yoon Ha

## Abstract

Glioma is the most malignant type of primary central nervous system tumors, and has an extremely poor prognosis. One potential therapeutic approach is to induce the terminal differentiation of glioma through the forced expression of pro-neural factors. Our goal is to show the proof of concept of the neuronal conversion of C6 glioma through the combined action of small molecules. We investigated the various changes in gene expression, cell-specific marker expression, signaling pathways, physiological characteristics, and morphology in glioma after combination treatment with two small molecules (CHIR99021, a glycogen synthase kinase 3 [GSK3] inhibitor and forskolin, a cyclic adenosine monophosphate [cAMP] activator). Here, we show that the combined action of CHIR99021 and forskolin converted malignant glioma into fully differentiated neurons with no malignant characteristics; inhibited the proliferation of malignant glioma; and significantly down-regulated gene ontology and gene expression profiles related to cell division, gliogenesis, and angiogenesis in small molecule–induced neurons. *In vivo*, the combined action of CHIR99021 and forskolin markedly delayed neurological deficits and significantly reduced the tumor volume. We suggest that reprogramming technology may be a potential treatment strategy replacing the therapeutic paradigm of traditional treatment of malignant glioma, and a combination molecule comprising a GSK3 inhibitor and a cAMP inducer could be the next generation of anticancer drugs.

## Introduction

It has been reported that mouse fibroblasts can be directly reprogrammed into neurons through the forced expression of three pro-neuronal transcription factors (Brn2, Ascl1, and Myt1l) [1]. Indeed, cell reprogramming techniques have progressed rapidly and are breaking new ground in the field of regenerative medicine [2–9]. Glioma is the most malignant type of primary tumors, and has an extremely poor prognosis [10,11]. The direct conversion from malignant to benign cells through the forced expression of pro-neural factors is a potent therapeutic strategy for removing tumor cells because terminally differentiated-cells will die from apoptosis [12,13].

However, limitations in gene transfection efficiency for multiple-gene reprogramming techniques have led researchers to investigate strategies that replace or decrease the number of necessary reprogramming factors [14]. To this end, it was recently reported that somatic cells can be converted into neurons through the forced expression of a single key factor, such as Ascl1 or Neurod1 [15,16]. Despite this progress, intrinsic limitations related to chromosomal gene insertion persist. Further, it was recently reported that mouse and human fibroblasts could be converted into neurons using a small molecule cocktail of 4–7 molecules *in vitro* [17,18].

We observed the development of neuron-like cells in a glioma culture following the addition of a small-molecule mixture containing the GSK3 inhibitor CHIR99021 and the cAMP activator forskolin, without forced-gene expression. Here, we investigated the various changes relating to both neural differentiation and growth suppression after neural conversion, as well as the signaling pathways involved in glioma–neural conversion by CHIR99021 and forskolin. Further, we investigated whether direct reprogramming technology based on the combination of small molecules can be applied to the treatment of malignant glioma. This study is the first to show that glioma can be converted to neurons using small molecules without neural transcription factors.

## Materials and methods

### Direct reprogramming of glioma to neurons using small molecules

Rat C6 glioma cells were cultured in DMEM (Invitrogen) containing 10% FBS (Hyclone) and 1% P/S (Invitrogen). C6 glioma cells have been tested previously [19]. Glioblastoma (GBM) was established from patients as approved by the institutional review board of Severance Hospital, Yonsei University College of Medicine [20]. GBM was cultured in DMEM/F12 (Corning) containing 2% B27, 1% P/S (Invitrogen), epidermal growth factor (EGF; 10 ng/ml) and fibroblast growth factor 2 (FGF2; 10 ng/ml). For neuronal induction, C6 glioma was plated at a density of 2 × 10^3^ cells/cm^2^ on a matrigel (BD Bioscience)-coated 12-mm glass coverslip. GBM were plated at density of 4 × 10^4^ cells/cm^2^ on a matrigel (BD Bioscience)-coated 12-mm glass coverslip. The following day, media were replaced with neural induction media consisting of DMEM/F12 (Invitrogen): neurobasal medium (Invitrogen) (1:1 mixture) containing 1% N2 (Invitrogen) and 2% B27 (Invitrogen) supplement, 1× Glutamax (Invitrogen), 0.05% bovine serum albumin (BSA), β-mercaptoethanol, 1% P/S (Invitrogen), brain-derived neurotrophic factor (BDNF; 10 ng/mL, Peprotech), and glial cell-derived neurotrophic factor (GDNF; 10 ng/mL, Peprotech). Two small molecules (CHIR99021 and forskolin) were added into the neural induction media. The medium was replaced every 2~3 days.

In some experiments, mouse embryonic fibroblasts (MEFs) were used instead of glioma. MEFs were seeded at a density of 1 × 10^4^ cells/cm^2^ on a matrigel-coated 12-mm glass coverslip. The following day, neural induction was performed, as described above.

### Cell proliferation and toxicity assay

C6 glioma and GBM were cultured in culture medium containing dimethyl sulfoxide (DMSO), CHIR99021 (2-20 μM), forskolin (10-100 μM), or a combination of CHIR99021 and forskolin. On the day of the experiment, the medium was replaced with culture medium containing 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) reagent (Sigma) at a final concentration of 0.5 mg/mL, and incubated for 3 hours. Violet crystal was dissolved in DMSO and added to the wells. Absorbance was measured using an enzyme-linked immunosorbent assay (ELISA) plate reader (VERSAmax) at 490 nm. To test the cell toxicity, the number of viable cells was counted by trypan blue staining after DMSO or small-molecule treatment.

### Immunocytochemistry

Cells were washed with phosphate-buffered saline (PBS) and then fixed in 4% paraformaldehyde (Merck) for 10 minutes. Cells were then washed with PBS three times for 3 minutes per wash, and subsequently incubated with a blocking solution (10% normal donkey serum, Jackson ImmunoResearch) for 1 hour at room temperature (RT). Cells were incubated with primary antibodies for 1 hour at RT, washed three times with PBS, incubated with secondary antibody for 30 minutes at RT, and finally washed three more times and mounted with a mounting solution (Vector Laboratories). Cells were analyzed using an Olympus BX51 fluorescence microscope (Olympus) and an LSM 700 confocal microscope (ZEISS). The primary antibodies used in this study were: Tuj1 (1:2000, Abcam), MAP2 (1:500, Abcam), Nestin (1:1000, Millipore), GFAP (1:1000, Abcam), NG2 (1:200, Millipore), Olig2 (1:200, Abcam), platelet-derived growth factor receptor (PDGFR; 1:500, Santa Cruz) and Ki67 (1:250, Abcam).

### Whole-cell patch clamp

A cover slip with cultured cells was transferred to a recording chamber (Warner Instruments) and placed under a microscope (Olympus). Artificial CSF, containing 124 mM NaCl, 3 mM KCl, 1.3 mM MgSO_4_, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 2.4 mM CaCl_2_-2H_2_O, and 10 mM glucose (Sigma-Aldrich) was continuously perfused over the cells and aerated with O_2_ 95%/CO_2_ 5% mixed gas at RT. A glass capillary pipette was directed towards the cell surface. Negative pressure was provided to elicit a gigaseal for whole-cell recording. The internal pipette solution contained 115 mM K-gluconate, 10 mM KCl, 10 mM HEPES, 10 mM EGTA, 5 mM Mg-ATP, and 0.5 mM Na^2+^-GTP (Sigma-Aldrich), with pH 7.3 and 280–285 mOsm. Sodium current was recorded in voltage clamp mode, and electrical stimulation was provided in the range −60 mV to +20 mV. Thereafter, current clamp mode was utilized to evaluate action potential generation. To verify that inward currents and spikes were mediated by voltage gated sodium channels, the bath was treated with tetrodotoxin (TTX; 0.5 μM, Sigma-Aldrich) prior to recording. Data acquisition was performed using Digitizer 1440A (Molecular Devices) and Clampex 10.3 (Molecular Devices). Analysis of data was conducted by using Clampfit 10.3 (Molecular Devices).

### DNA microarray analysis

Microarray analysis was performed according to the manufacturer’s instructions. After total RNA isolation, cDNA was synthesized using the GeneChip WT (Whole Transcript) Amplification kit. Labeled DNA target was hybridized to the Affymetrix GeneChip Array. Hybridized arrays were washed and stained on a GeneChip Fluidics Station 450 and scanned on a GCS3000 Scanner. Analysis was performed using Affymetrix® GeneChip Command Console® Software (AGCC). Microarray data have been deposited in a public database (https://www.ncbi.nlm.nih.gov/geo/, GSE98656).

### Intramedullary spinal cord tumor (IMSCT) model and small molecule administration

Adult male C57BL mice (6 weeks, Orient Bio) were used for the IMSCT model. Zoletil 50 (30 mg/kg, Virbac) and Rompun (10 mg/kg, Bayer) were used for anesthesia. To establish the IMSCT, laminectomy was performed at the 10^th^ thoracic level. For *in vivo* tracing, we used the red fluorescent protein (RFP)-expressing C6 glioma [19]. Total 1 × 10^5^ cells of RFP-expressing C6 glioma were injected at a rate of 1 μl/min. Two days after inoculation, animals were divided into two groups: Group 1, water; Group 2, CHIR99021 (12.5 mg/kg, intraperitoneally) and forskolin (10 mg/kg, orally) once a day. To test neurological function, we observed hind limb movements based on Basso Mouse Scale (BMS) score every day following the glioma transplant.

### *In vivo* imaging system (IVIS)

The IVIS Spectrum (Xenogen, Alameda, CA, USA) was used to measure a cell mass of RFP-expressing C6 glioma. Sixteen days after glioma transplantation, the spinal cord was dissected, and bioluminescence detection was conducted for 1 minute. Regions of interest (ROIs) were analyzed, and total quantification of bioluminescence was performed using Living Image^®^ (Xenogen) software.

### Western blot

On the day of the experiment, equal amounts of protein sample were loaded on an 8-10% sodium dodecyl sulfate (SDS) gel and separated using SDS polyacrylamide gel electrophoresis (SDS-PAGE). Then, the protein samples were transferred to a polyvinylidene difluoride (PVDF) membrane for 1–2 hours at 100 V. After a blocking step with PBS containing 3% BSA, the transferred membrane was incubated with primary antibody. The following day, the membrane was incubated with horseradish peroxidase (HRP)-conjugated secondary antibody for 1 hour, and then the detection procedure was performed. Primary antibodies were: stage-specific embryonic antigen 1 (SSEA-1; 1:1000, Invitrogen), actin (1:10000, Abcam), and C-Myc (1:500, Santacruz).

### Statistical analysis

Student’s t-test was performed to assess differences between two groups. Two-way analysis of variance (ANOVA) was performed to assess differences among three groups or more. Data are presented as the mean ± standard error of the mean (SEM) and *p*-values less than 0.05 were considered to be statistically significant.

### Study approval

All experiments were performed according to international guidelines on the ethical use of animals, and the number of animals used was minimized. All protocols were approved by the Yonsei University Health System Institutional Animal Care and Use Committee (YUHS-IACUC). The patient provided written consent for their sample to be used in this study.

## Results

### The flexible neuronal conversion of malignant C6 glioma through the action of small molecules

In this study, we determined that malignant glioma cells can be converted into fully differentiated neurons through the combined action of two small molecules (CHIR99021, a GSK3 inhibitor, and forskolin, a cAMP activator) in the absence of neural transcription factors. The typical morphology of a C6 glioma is shown in Fig 1A. The majority of C6 glioma cells strongly expressed nestin and oligodendrocyte precursor cell markers such as PDGFR-α, NG-2, and Olig2, but not the neuron-specific marker Tuj1 (Fig 1B). Seven days after treatment with CHIR99021 or forskolin, Tuj1-positive cells were noted on C6 glioma, although the observed conversion efficiency was low (Fig 1C). In contrast, we confirmed that fibroblasts could not be converted into Tuj1-positive neurons by small molecule combination or single treatment (Fig 1D). Combined CHIR99021 and forskolin showed high efficiency conversion from glioma to Tuj1-positive cells (Fig 1C). We thus selected the combination of CHIR99021 and forskolin for further investigation. Seven days after the treatment with 20 μM CHIR99021 and 100 μM forskolin, we observed a marked increase in the conversion efficiency of malignant C6 glioma to Tuj1-positive cells (Fig 1E).

**Fig 1:**
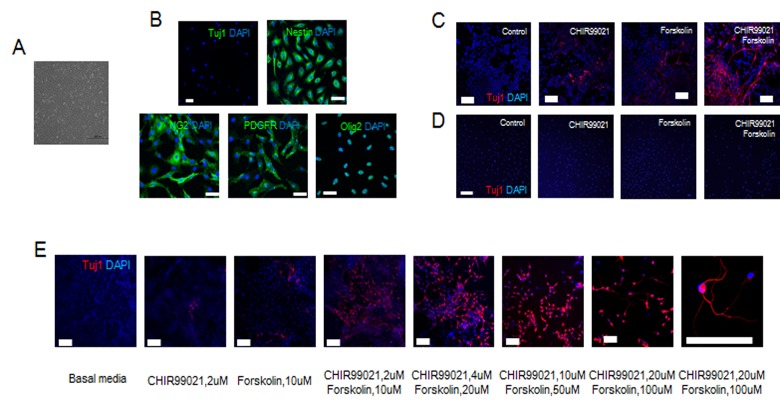
The flexible neuronal conversion of malignant C6 glioma through the action of small molecules. (A and B) Representative images of C6 glioma before neural induction. (C) Representative fluorescence image of Tuj1-positive cells 7 days after neural induction of glioma with CHIR99021 (2 μM) and forskolin (10 μM). (D) Representative image of Tuj1/DAPI staining at 7 days after treatment of mouse embryonic fibroblasts with a combination of CHIR99021 (2 μM) and forskolin (10 μM). (E) Representative image of Tuj1-positive cells 7 days after treatment of glioma with a variety of concentrations of CHIR99021 and forskolin. Scale bars represent 500 μm (A), 50 μm (B), 100 μm (C), 100 μm (D), and 100 μm (E).

### Direct reprogramming of C6 glioma to neurons using two small molecules

Thirty-five days after neural induction with CHIR99021 and forskolin, most of the glioma was converted into Tuj1-positive (~90%) or MAP2-positive (~80%) cells showing morphological diversity (Fig 2A–2D). Some cells (~10%) had differentiated into GFAP-positive cells. However, cells expressing glioma markers PDGFR or NG2 were rarely observed 35 days after small-molecule treatment (Fig 2A and 2B). We compared the protein expression pattern of oncogene and cancer stem cell markers in C6 glioma and small molecule-induced neurons (SMiNs). The expression level of SSEA1 (a cancer stem cell marker) and C-Myc (an oncogene marker) was lower in SMiN compared with C6 glioma (Fig 2E). This result indicates that the combination treatment of CHIR99021 and forskolin changed the tumor characteristics. In addition, we investigated whether another GSK3 inhibitor (lithium carbonate) and cAMP activator (dbcAMP) induced neural conversion in malignant glioma. We found that the combination of lithium carbonate/forskolin or CHIR99021/dbcAMP was able to induce the neural conversion of glioma (Fig 2F and 2G). These results suggest that a malignant glioma can be converted into post-mitotic neurons through the application of a GSK3 inhibitor and a cAMP activator, especially CHIR99021 and forskolin, in the absence of neural transcription factors or forced gene expression. To examine whether SMiNs differentiated from malignant glioma demonstrated neuronal functionality, their electrophysiological properties were examined by whole-cell patch clamp recording (Fig 2H). In voltage clamp mode, Na^+^ currents were observed in SMiNs (Fig 2I, left). Action potential spikes appeared only in cells that produced Na^+^ currents (Fig 2J, left). To confirm that the channels producing currents and spikes were Na^+^ channels, the Na^+^ channel antagonist tetrodotoxin (TTX) was applied for 5–10 minutes. TTX treatment completely blocked Na^+^ currents (Fig 2I, right) and action potential spikes (Fig 2J, right). We did not see any signal in undifferentiated glioma cultured in proliferation (Fig 2K) and neural differentiation (Fig 2L) media. Thus, electrophysiology results showed that the characteristic of C6 glioma changed to that of functional neurons after combined treatment with the two small molecules.

**Fig 2:**
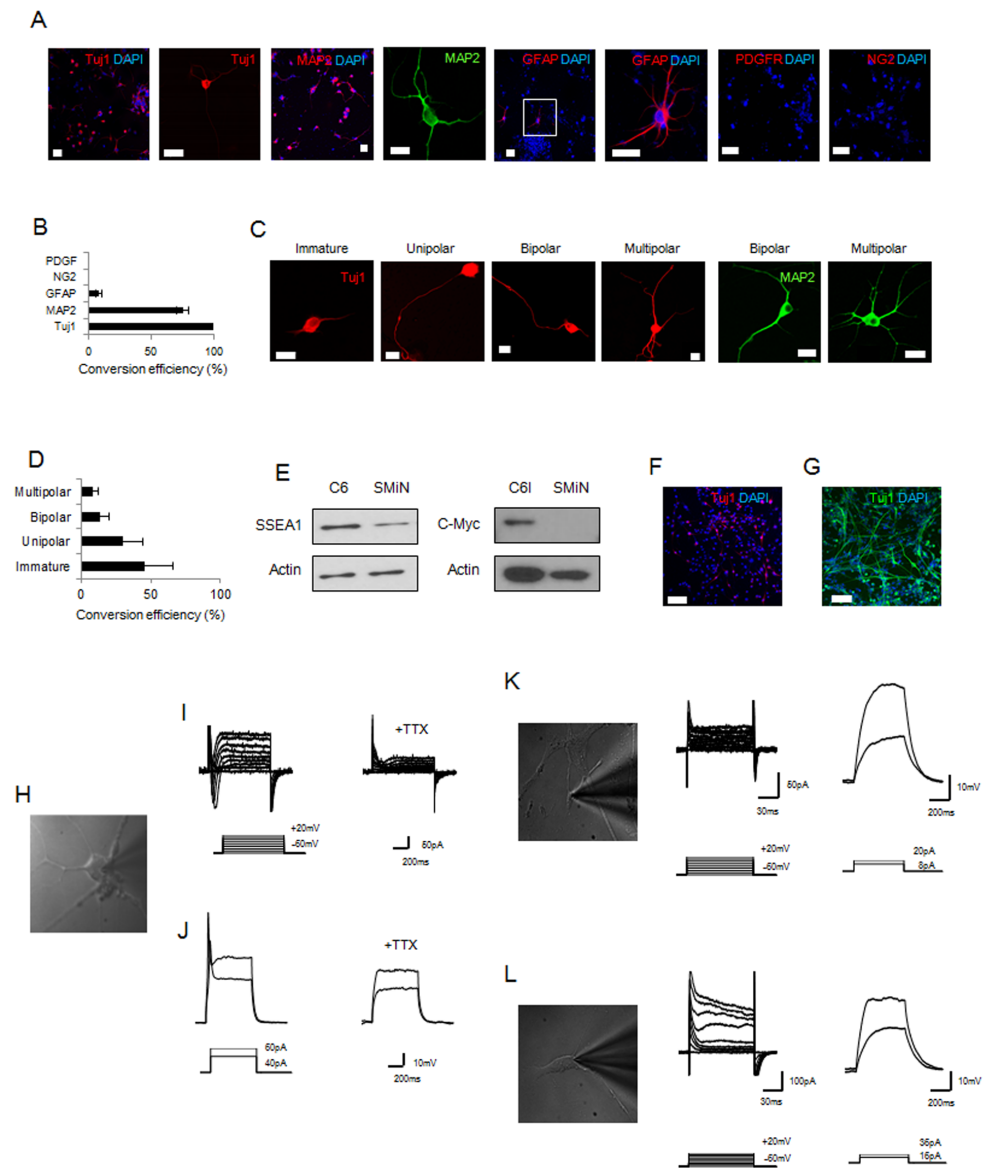
Direct reprogramming of C6 glioma to neurons using two small molecules. (A) Representative fluorescence images of small molecule-induced neurons (SMiNs) 35 days after neural induction with CHIR99021 (20 μM) and forskolin (100 μM). (B) Quantitative result of Tuj1, MAP2, GFAP, PDGFR, and NG2 staining in SMiNs 35 days after neural induction. (C) Representative image of Tuj1- or MAP2-positive SMiNs 35 days after neural induction with CHIR99021 (20 μM) and forskolin (100 μM). (D) Quantitative result of morphological complexity of Tuj1-positive SMiNs 35 days after neural induction. (E) Representative band image of SSEA1 (a cancer stem cell marker) and C-Myc (an oncogene marker) 35 days after neural induction with CHIR99021 (20 μM) and forskolin (100 μM). (F) Representative fluorescence images of SMiNs 7 days after neural induction with lithium carbonate (3 mM) and forskolin (100 μM). (G) Representative fluorescence images of SMiNs 7 days after neural induction with CHIR99021 (2 μM) and dbcAMP (0.5 mM). (H) Representative images of patch-clamp in SMiNs. (I) Representative traces of sodium current of SMiN 84 days after neural induction before (left) and after (right) 0.5μM TTX bath application. (J) Representative traces of action potential spike of SMiN 84 days after neural induction before (left) and after (right) 0.5μM TTX bath application. (K) Representative traces of sodium current (left) and action potential spike (right) of undifferentiated C6 glioma in proliferation media. (L) Representative traces of sodium current (left) and action potential spike (right) of undifferentiated C6 glioma in neural differentiation media without small molecules. Data are presented as the mean ± S.E.M. Scale bars represent 50 μm (A), 20 μm (C), 100 μm (F), and 100 μm (G).

### Growth suppression effect of a combination of CHIR99021 and forskolin *in vitro*

Next, we examined the ability of small-molecule treatments to suppress the proliferation of malignant glioma. The proliferation rate of C6 glioma cells is extremely fast, such that 100% confluence was achieved within 7 days, despite initial seeding at a low density (2 × 10^3^/cm^2^) (Fig 3A). We aimed to determine the concentrations at which maximum inhibition of cell proliferation could be achieved. We confirmed that a combination of 20 μM CHIR99021 and 100 μM forskolin significantly and powerfully inhibited C6 glioma cell proliferation (Fig 3B and 3C). Of note, the combination of 20 μM CHIR99021 and 100 μM forskolin produced a more powerful inhibition than any single-molecule treatment (Fig 3D and 3E). Next, we used Ki-67, a proliferating cell marker, to identify proliferating cells in glioma and SMiN cultures. While the most of control C6 glioma was Ki-67-positive, 11% Ki-67-positive cells were observed in SMiN cultures (Fig 3F and 3G). In addition, this inhibition was also greater than that of temozolomide (50 μM), a standard chemotherapeutic agent for treatment of brain tumors (Fig 3H). These results indicate that the combination of CHIR99021 and forskolin consistently and significantly suppressed the active proliferation of malignant glioma.

**Fig 3:**
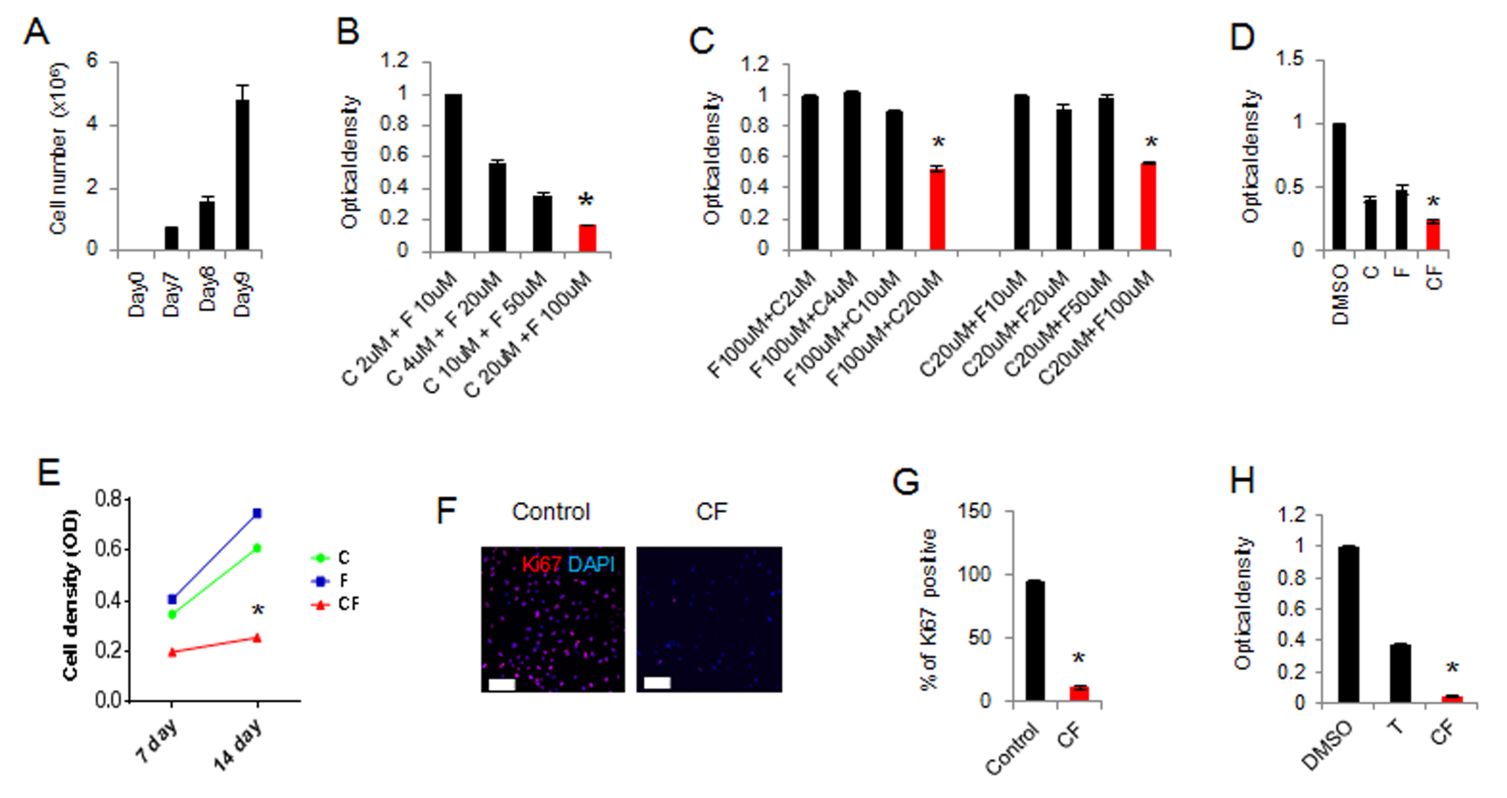
Growth suppression effect of a combination of CHIR99021 and forskolin in C6 glioma. (A) The proliferation rate of normal C6 glioma in neural induction media without small molecules. Cells were transferred to a new large dish at day 7. (B and C) Quantitative results of cell density at day 7 after neural induction. (D) Quantitative results of cell density at day 7 after neural induction. C, CHIR99021 (20 μM); F, forskolin (100 μM). (E) Quantitative results of cell density at days 7 and 14 days after neural induction with CHIR99021 (20 μM) and forskolin (100 μM). (F and G) Representative image and percentages of Ki67-positive cells in C6 glioma and SMiN cultures 35 days after neural induction with CHIR99021 (20 μM) and forskolin (100 μM). (H) Quantitative results of cell density at 7 days post-treatment. C, CHIR99021 (20 μM); F, forskolin (100 μM); T, temozolomide (50 μM). * indicates *p < 0*.*05*. Data are presented as the mean ± S.E.M. Scale bars represent 100 μm (F and G).

### Growth suppression effect of a combination of CHIR99021 and forskolin in patient-derived GBM

Next, we examined the ability of small-molecule treatments to suppress the proliferation of patient-derived GBM. We confirmed that a combination of 10 μM CHIR99021 and 50 μM forskolin powerfully inhibited GBM proliferation (Fig 4A), and the growth inhibition effect was also greater than that of temozolomide treatment (Fig 4B). The neuron-like morphology was also observed in GBM treated with CHIR99021 and forskolin (Fig 4C). These results indicate that the combination of CHIR99021 and forskolin induces growth inhibition in GBM.

**Fig 4:**
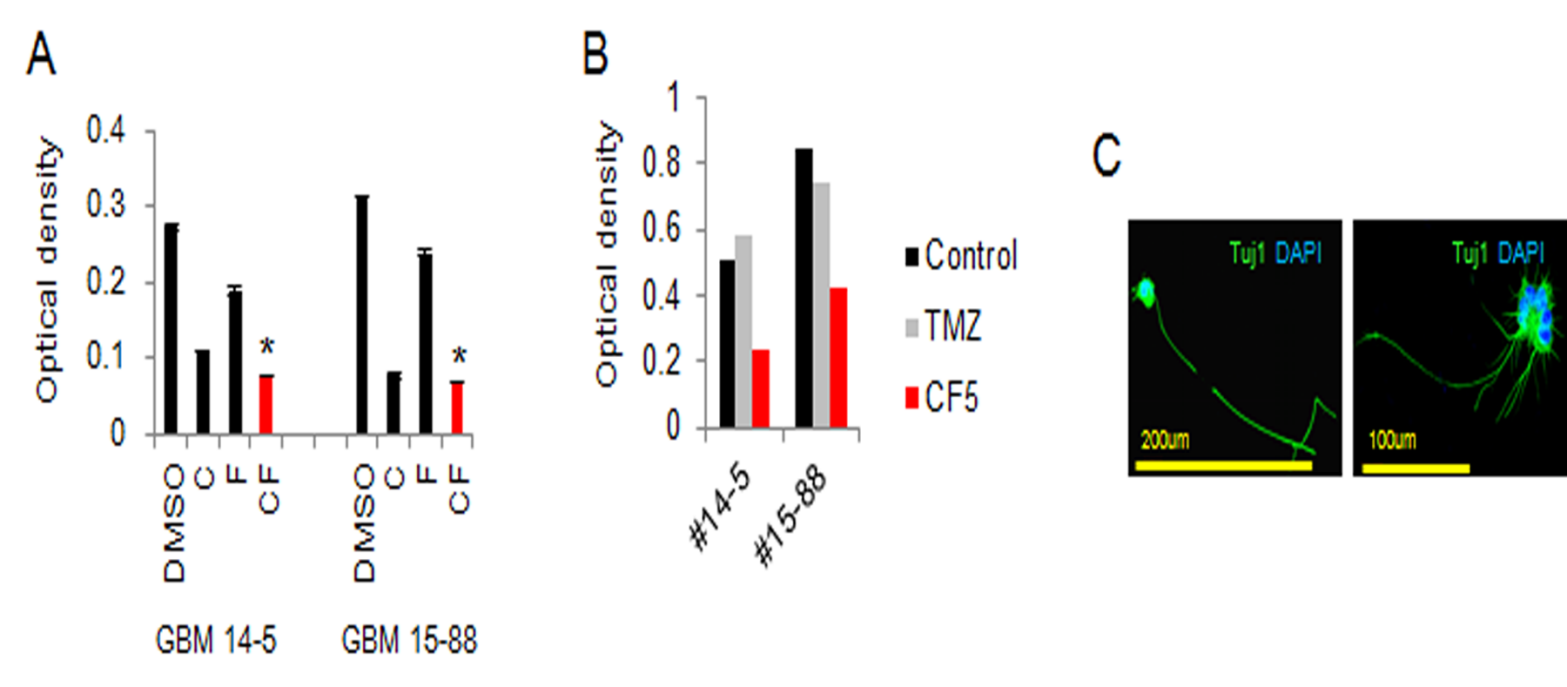
Growth suppression effect of a combination of CHIR99021 and forskolin in patient-derived GBM. (A) Quantitative results of cell density 7 days after neural induction. (B) Quantitative results of cell density 7 days post-treatment. C, CHIR99021 (10 μM); F, forskolin (50 μM); TMZ, temozolomide (50 μM). (C) Representative fluorescence image of Tuj1-positive cells 7 days after neural induction with CHIR99021 and forskolin. * indicates *p < 0*.*05*. Data are presented as the mean ± S.E.M. Scale bars represent 200 and 100 μm.

### Gene expression profile of malignant glioma and SMiNs

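Total RNA was measured on 2 Affymetrix whole-transcript rat arrays. The first held undifferentiated C6 glioma, a rat glial tumor line. The second held SMiNs, the same line after 35 days with 20 μM CHIR99021, which inhibits GSK3, and 100 μM forskolin, which activates adenylyl cyclase. On the SMiN array, 326 probe sets were at least 4-fold higher than on the C6 glioma array and 531 were at least 4-fold lower, the fold marked in Fig 5C–5F. With 1 probe set per named gene, these counts were 115 genes higher and 246 lower. The deposited values are log2 signals of 36685 probe sets, normalized by the authors by a method not given in the sources used here, with medians of 4.79 for C6 glioma and 4.85 for SMiNs. Of these probe sets, 18511 pair with 1 gene symbol, 575 pair with several and 17599 are unnamed here. They name 18166 genes, and for the 291 genes with more than 1 probe set the one with the highest mean signal was used. There was 1 array per condition, so no spread between replicates exists, no p-value or SD between replicates is given, and every fold describes this pair of arrays.

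A floor was set on each array at the 95th percentile of 1360 probe sets for olfactory and vomeronasal receptors, genes taken as not expressed in these cells. It was 4.79 on the C6 glioma array and 4.89 on the SMiN array. Where the lower value of a gene lay below the floor, the fold was computed against the floor and is given as "at least". Of these receptor probe sets, 59 were at least 2-fold higher in SMiNs and 5 were at least 2-fold lower. Gene lists were fixed before the data were examined, but after the paper and its Table 1 folds had been seen. Some lists hold genes that the paper reports from these same arrays, such as Spp1, Itgb8, Pdgfra and Nrcam. The counts, medians and means of such lists are therefore partly known from the paper and are no separate evidence. Each list is described by its members at least 2-fold higher or lower in the deposited values, with members that differ by less against the floor named. The median log2 difference, SMiN minus C6 glioma, is also given. The median is set among 10000 random lists of as many genes, matched on mean signal, and its percentile among them is given. Of all named genes, 4.27% were at least 2-fold higher in SMiNs and 8.12% at least 2-fold lower. Among those at or above the floor on at least 1 array, the shares were 5.75% and 12.9%. In the twentieth of genes with the highest mean signal they were 9.13% and 17.6%. Counts of list members were not tested against these shares. A total of 7312 probe sets (19.9%) had exactly the same value on both arrays, and only 9 others lay within 0.001. Where a gene is said to have the same signal, this is therefore not read as evidence that its transcript was unchanged. The sample labels give the small-molecule treatment and a medium with 10% serum for both samples, while the paper describes untreated C6 glioma and a serum-free neural induction medium for SMiNs. The paper's conditions were used. Medium, small molecules and time in culture (35 days for SMiNs) therefore differ together between the arrays. The paper also plates cells for induction on Matrigel and names no coating for the undifferentiated culture.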

We then investigated the gene expression profile regarding neural conversion and growth inhibition in C6 glioma and SMiNs. 

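Nrcam, a neuronal cell adhesion molecule, had the largest difference of all named genes. Its log2 signal was 3.50 in C6 glioma, below the floor, and 10.95 in SMiNs, at least 71.5-fold higher. Camk2n1, an inhibitor of the synaptic kinase CaMKII, was 4.88-fold higher in SMiNs. Slit1, an axon guidance ligand, was 5.13-fold higher, and Elavl2, a neuronal RNA-binding protein, was 3.37-fold higher. Tubb3, the tubulin that the Tuj1 antibody detects, was 2.24-fold higher, and Map2 was 1.11-fold higher.

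Of 32 genes of the neuronal cytoskeleton and RNA-binding proteins, 3 were at least 2-fold higher and 4 were at least 2-fold lower, with a median difference of 0.28 (percentile 99.99). Against the floor, 2 were higher, without Stmn3 (at least 1.54-fold). The lower members were Rbfox1 (5.11-fold), Crmp1 (3.53-fold), Dpysl3 (2.68-fold) and Uchl1 (2.22-fold). Of 27 genes of neuronal adhesion and axon guidance, 2 were higher and 5 were lower, among them the guidance receptor Robo2 (5.77-fold lower), with a median of 0.22 (percentile 99.63). Against the floor, 4 were lower, without Lrrn3 (at least 1.73-fold). None of 31 presynaptic and secretory vesicle genes was at least 2-fold higher, 1 was lower, and the median was 0.36 (percentile 100). The lower gene was Scg2, a granin of secretory vesicles, at least 12.5-fold lower. Of 31 postsynaptic receptor and scaffold genes, 4 were higher and 1 was lower, the AMPA receptor subunit Gria3 (5.19-fold lower), with a median of 0.16 (percentile 98.7). Of the 4 higher genes, only Camk2n1 was at least 2-fold higher against the floor. Grik1 was at least 1.12-fold higher against it, and Gabra5 and Gabrg1 lay below it on both arrays.

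Of 23 voltage-gated potassium and calcium channel genes, 1 was at least 2-fold higher, Cacnb4, below the floor on both arrays, and 1 was lower, Kcna1 (4.40-fold lower), with a median of 0.32 (percentile 99.98). Only 3 of 10 voltage-gated sodium channel genes reached the floor on at least 1 array, and their list median was 0.06 (percentile 63.1) and its mean -0.04 (percentile 7.79). Scn1a was at least 2.33-fold lower in SMiNs, Scn2a was 1.21-fold lower, and Scn2b was at least 1.19-fold higher. Scn3b was 2-fold higher in the deposited values but below the floor on both arrays. Of 21 genes of neurotransmitter synthesis and transport, none was at least 2-fold higher and 2 were lower, Gad1 (4.07-fold), which makes GABA, and the glycine transporter Slc6a9 (2.06-fold). Their median was 0 (percentile 32.9).

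With genes below the floor on both arrays left out, the percentile of the median was 99.67 for the presynaptic list and 99.04 for the potassium and calcium channel list. It was 97.4 for the cytoskeleton list, 94.7 for the adhesion list and 66.3 for the postsynaptic list. The list mean, a summary chosen after the data were examined, was 0.04 (percentile 78.7) for the cytoskeleton list, 0.17 (percentile 94.3) for the adhesion list and 0.13 (percentile 90.8) for the presynaptic list. It was 0.15 (percentile 87.5) for the postsynaptic list and 0.18 (percentile 87.0) for the potassium and calcium channel list. By the mean, all of these lists lay within the middle 95% of random lists. The olfactory and vomeronasal receptor probe sets had a mean difference of 0.17 and a median of 0, with 663 higher, 197 lower and 500 equal. Pooled over the cytoskeleton, adhesion, presynaptic and postsynaptic lists, the mean was 0.12. A general rise of probe sets for unexpressed genes on the SMiN array therefore stays open for these lists.

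**Figure D1:**
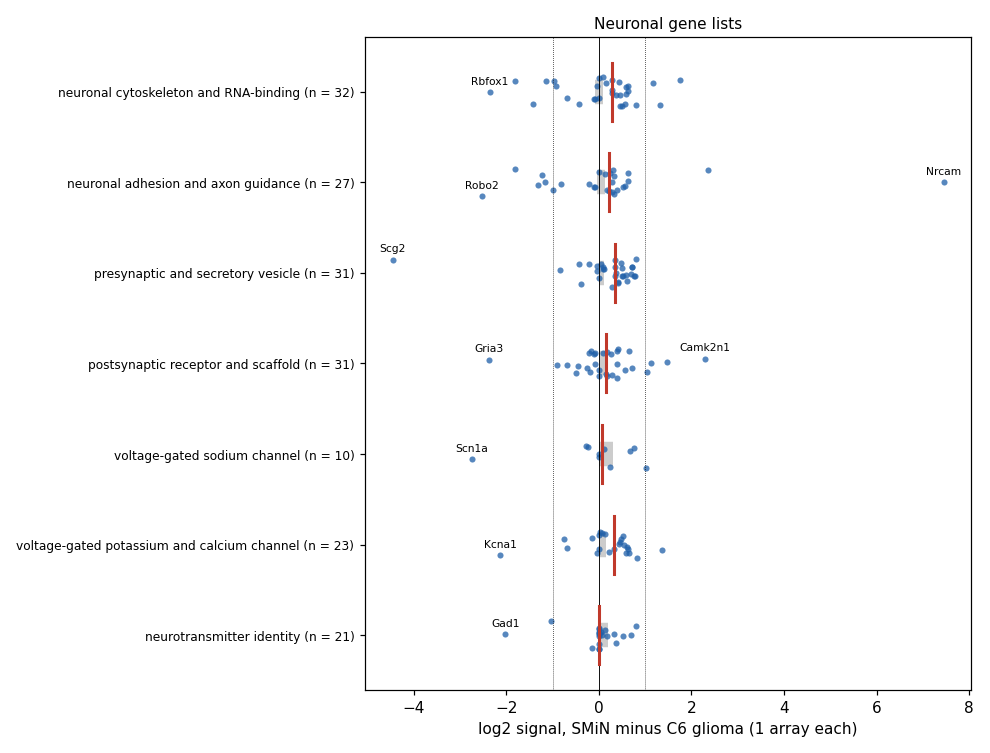
Log2 signal of SMiNs minus that of C6 glioma (x axis) for the members of 7 neuronal gene lists (y axis), from 1 array per condition. Points are genes, spread vertically for legibility, red bars are list medians, gray bars span the middle 95% of medians of random lists matched on signal, and dotted lines mark a 2-fold difference. Nrcam lies far to the right of the other genes, and the median of the presynaptic list is 0.36.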

In a microarray analysis, we confirmed that gene ontology relating to cell differentiation, such as neuron development and projection, was up-regulated, and that neuronal genes were highly expressed in SMiNs (Fig 5B, 5C and 5G). In contrast, gene expression profiling and gene ontology relating to cell division and mitosis were markedly up-regulated in C6 glioma (Fig 5B, 5D and 5G). In addition, gene expression profiling and gene ontology relating to the extracellular matrix (ECM) and vessel development were significantly down-regulated in SMiNs (Fig 5B and 5E–5G). These results validated that CHIR99021 and forskolin induce both neural conversion and growth suppression on malignant glioma.

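Genes of cell division had lower signals in SMiNs. Of 47 mitosis and cell division genes, 34 were at least 2-fold lower in SMiNs and none was at least 2-fold higher. The median difference was -1.63, a 3.09-fold lower signal, below every random list (percentile 0). Against the floor, 33 were at least 2-fold lower, without Cdca8. The mitotic kinase Aurkb was 5.98-fold lower, and the cytokinesis factors Racgap1 and Prc1 were 5.59-fold and 5.50-fold lower. Foxm1, a transcription factor of the G2/M program, was 5.08-fold lower and Cdca3 was 4.74-fold lower. Mki67, which encodes Ki-67, had a log2 signal of 10.36 in C6 glioma and 9.07 in SMiNs, 2.45-fold lower. Of 37 DNA replication and S phase genes, 13 were at least 2-fold lower and none was higher, with a median of -0.80 (percentile 0). Dscc1, a factor of sister chromatid cohesion, was 4.14-fold lower. The ribonucleotide reductase subunit Rrm2 was 3.95-fold lower on the brighter of its 2 probe sets, and the mean of both was 2.84-fold lower. Of 15 housekeeping genes, 2 were at least 2-fold higher and 5 were lower, with a median of -0.51 (percentile 12.8).

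**Figure D2:**
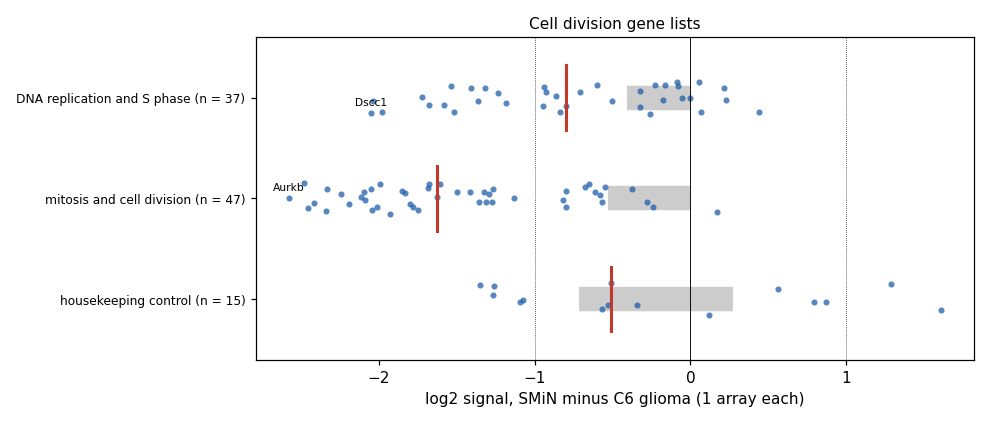
Log2 signal of SMiNs minus that of C6 glioma (x axis) for the members of the S phase, mitosis and housekeeping gene lists (y axis), from 1 array per condition. Points are genes, spread vertically for legibility, red bars are list medians, gray bars span the middle 95% of medians of random lists matched on signal, and dotted lines mark a 2-fold difference. The medians of the mitosis list (-1.63) and of the S phase list (-0.80) lie left of their gray bars.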

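Members of the ECM list differed in both directions, with more of them lower in SMiNs. Of 58 genes of the ECM and of integrins, 17 were at least 2-fold lower in SMiNs and 4 were at least 2-fold higher. The members lowest relative to C6 glioma were Spp1, which encodes osteopontin (23.0-fold lower), the proteoglycan Bgn (19.4-fold lower), the integrin subunit Itgb8 (at least 16.6-fold lower) and Reln (7.28-fold lower). Mmp15, a membrane metalloprotease that Fig 5E marks, was 4.44-fold lower. The 4 higher members were elastin, Eln (5.01-fold), the collagens Col18a1 (3.97-fold) and Col8a1 (2.75-fold), and the proteoglycan Vcan (2.26-fold). The list median was -0.18 (percentile 6.96). The list mean, chosen after the data were examined, was -0.61 (percentile 0).

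Of 42 genes of vessel development, 7 were at least 2-fold lower in SMiNs and none was higher. Ccn1 and Mcam, a matricellular protein and an adhesion molecule of vessel walls, were each 5.73-fold lower. Ccn2 was 3.80-fold lower and the VEGF receptor Flt1 was 3.25-fold lower. The median of the vessel list was 0 (percentile 51.8), and 11 of its members had exactly the same value on both arrays. Its mean was -0.34 (percentile 0.91).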

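Markers of glial and other cell types were examined on the same arrays. Of 18 oligodendrocyte precursor markers, 5 were at least 2-fold lower in SMiNs and 1 was higher, with a median of -0.16 (percentile 3.17) and a mean of -0.65 (percentile 0.03). Cspg4, which encodes NG2, was at least 8.59-fold lower, Ptprz1 was 3.46-fold lower and Olig1 was at least 3.17-fold lower, while Tnr was not 2-fold lower against the floor and Olig2 had the same log2 signal, 5.29, on both arrays. Of 17 oligodendrocyte markers, 4 were lower, among them Cnp (3.28-fold) and, at least 1.75-fold lower against the floor, Tspan2. Only 1 was higher, Aspa (2.08-fold), with a median of 0.03 (percentile 80.9) and a mean of -0.16 (percentile 13.4). Of 16 astrocyte markers, 2 were higher and none was lower, with a median of 0.10 (percentile 92.1) and a mean of 0.32 (percentile 98.4). The glutamate transporter Slc1a2 was at least 6.16-fold higher, Atp1b2 was 2.12-fold higher, and Gfap was 1.48-fold lower.

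Of 17 neural stem and progenitor markers, 4 were at least 2-fold lower, the intermediate filaments Vim (2.95-fold) and Nes (2.12-fold), Hes1 (3.07-fold) and Sox2 (2.07-fold). The inhibitors of differentiation Id3 (2.65-fold) and Id2 (at least 2.42-fold) were higher, and the list median was 0 (percentile 50.5) and its mean -0.09 (percentile 48.8). Of 15 Schwann cell and neural crest markers, 5 were lower, among them Erbb3 (3.58-fold) and Egr2 (3.04-fold), and 2 were higher, with a median of -0.38 (percentile 6.44) and a mean of -0.38 (percentile 14.0). Of 16 fibroblast and smooth muscle markers, 4 were lower, among them Postn (at least 18.3-fold) and Myl9 (4.21-fold), and none was higher, with a median of 0 (percentile 43.7) and a mean of -0.53 (percentile 0.10). None of 16 microglia and macrophage markers differed by 2-fold, and their median was 0 (percentile 29.0) and their mean 0.06 (percentile 45.0). The paper reports higher neuronal genes and lower genes of cell division, ECM and vessel development in SMiNs. It takes them as backing for neural conversion and growth suppression by the 2 small molecules. The paper also examined both by staining, patch-clamp recording and growth assays.

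**Figure D3:**
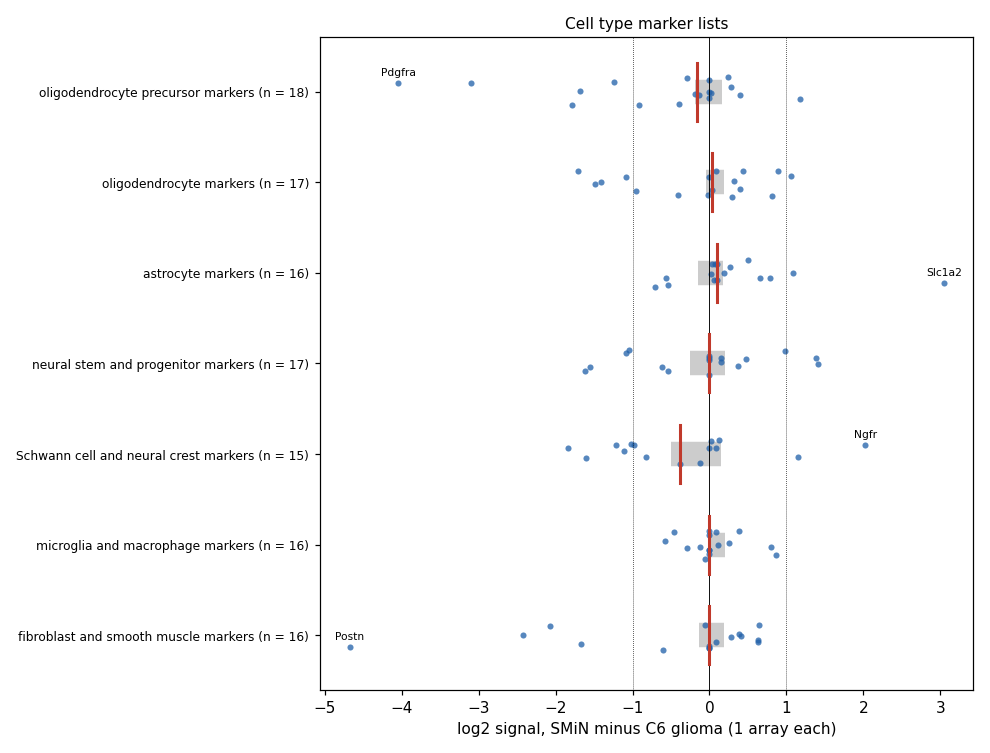
Log2 signal of SMiNs minus that of C6 glioma (x axis) for the members of 7 cell type marker lists (y axis), from 1 array per condition. Points are genes, spread vertically for legibility, red bars are list medians, gray bars span the middle 95% of medians of random lists matched on signal, and dotted lines mark a 2-fold difference. Pdgfra and Postn lie farthest left and Slc1a2 farthest right.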

**Fig 5:**
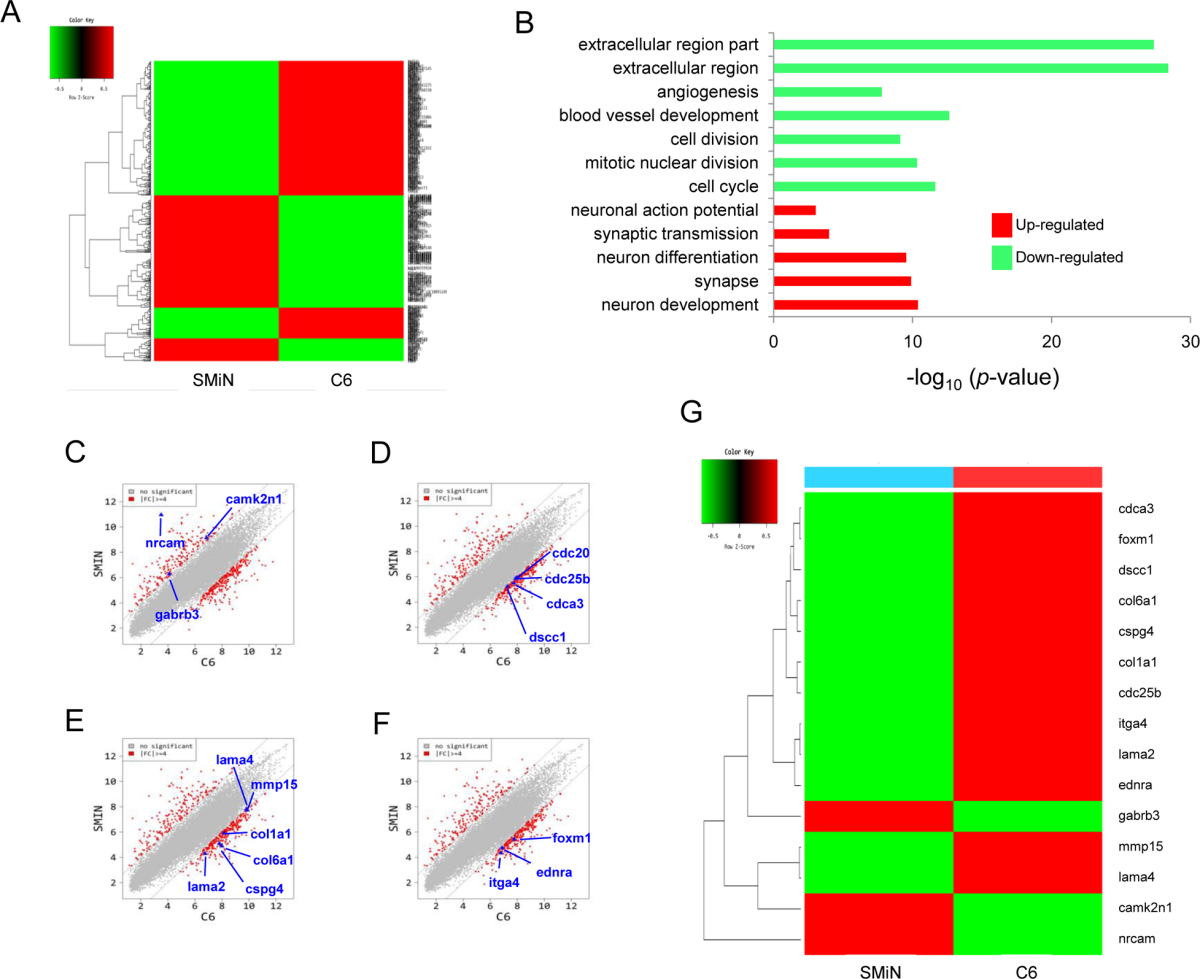
Gene expression profile of a malignant glioma and SMiN. (A) Heat map of significant gene in C6 glioma and SMiNs. (B) Up- or down-regulated gene ontology term in SMiNs. (C) Comparison of neuronal differentiation-related genes in C6 glioma and SMiNs. (D) Comparison of cell cycle-related genes in C6 glioma and SMiNs. (E) Comparison of ECM-related genes in C6 glioma and SMiNs. (F) Comparison of vessel development-related genes in C6 glioma and SMiNs. (G) Enriched gene list in C6 glioma and SMiNs.

### Change of gene expression after treatment with CHIR99021 and forskolin

We analyzed the change of gene expression relating to cell cycle, glioma development, cytokine-cytokine receptor interaction, ECM-receptor interaction, cell adhesion molecule, PI3K-AKT, MAPK, and RAS signaling after treatment of small molecules (Table 1). 

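Of the 39 genes of Table 1, 37 are reported here, of which 34 were lower in SMiNs and 3 were higher. All 9 cell cycle genes were lower, among them the securin Pttg1 (5.34-fold), the cyclin Ccna2 (4.57-fold), the phosphatase Cdc25b (4.03-fold) and Ccnb2. The brighter probe set of Ccnb2 was 2.51-fold lower, and the other, looked at after the values were seen, was 5.07-fold lower. Of the 5 cytokine-receptor genes, 4 were lower, including the growth factor Csf1 (5.50-fold) and the receptor Met (4.29-fold). The fifth, the neurotrophin receptor Ngfr, was 4.07-fold higher in SMiNs. Of the 9 ECM-receptor genes, 8 were measured and all 8 were lower, including Itga1 (4.96-fold), Col1a1 (4.76-fold), Lama4 (4.02-fold), Itga4 (at least 3.73-fold) and Lama2 (at least 3.63-fold). Of the 7 cell adhesion genes, 5 were lower, including Ptprm (4.25-fold), RT1-S3 (at least 3.57-fold) and Cd28 (at least 1.95-fold). Sdc3, a cell-surface proteoglycan, was higher in SMiNs, with a log2 signal of 6.27 in C6 glioma and 9.99 in SMiNs, a 13.2-fold difference.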

Results indicate that the combination treatment with CHIR99021 and forskolin inhibits the cell cycle and glioma development, and lead to changes in cytokine-receptor interaction, ECM-receptor interaction and cell adhesion molecule. It indicates that changes in the PI3K/AKT and RAS/MAPK signaling pathways were induced by the neural conversion after treatment with CHIR99021 and forskolin.

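Lpar1, a lysophosphatidic acid receptor, was 6.25-fold lower in SMiNs, the neurotrophin receptor Ntrk2 was 7.49-fold lower and the transcription factor Mef2c was 16.5-fold lower. Of the 18 genes that Table 1 gives for PI3K/AKT signaling, 17 were measured, 16 lower and 1 higher. Pck2 was 4.37-fold lower and Prkaa2, a catalytic subunit of AMPK, was 4.06-fold lower. All 7 MAPK genes were lower, including Rapgef2 (4.63-fold) and Rps6ka5 (4.57-fold). Of the 8 RAS genes, 7 were measured, 6 lower and 1 higher, and Ets1 was at least 3.59-fold lower and Nras 2.33-fold lower. In a list of 23 PI3K/AKT core genes fixed beforehand, none was at least 2-fold higher and 2 were lower, Nfkb1 (2.77-fold) and Gsk3b (2.40-fold), which encodes a target of CHIR99021. The list median was -0.19 (percentile 58.3). Of 23 RAS/MAPK core genes, 8 were at least 2-fold lower, including the adaptor Gab1 (2.49-fold), and none was higher, with a median of -0.51 (percentile 8.51) and a mean of -0.62 (percentile 3.01).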

**Table 1:** Change of gene expression relating to cell cycle, glioma development, cytokine-cytokine receptor interaction, ECM-receptor interaction, cell adhesion molecule, PI3K-AKT, MAPK and RAS signaling pathway after treatment of small molecules.

Related Pathway	Significantly down-regulated genes	Significantly up-regulated genes
Cell cycle	CCNA2 (-4.56), CDC25B (-4.03), PLK1 (-5.04), MCM7 (-4.10), CCNB2 (-5.06), PTTG1 (-5.35), CDC20 (-4.14), CDK4 (-2.94), CDK6 (-3.18)	NA
Glioma development	PDGFRA (-16.57), PDGFRB (-5.39)	NA
Cytokine-receptor interaction	MET (-4.29), PDGFRB (-5.39), PDGFRA (-16.57), CSF1 (-5.49)	NGFR (4.07)
ECM-receptor interaction	RELN (-7.27), ITGA1 (-4.96), SPP1 (-22.95), COL1A1 (-4.76), COL6A1 (-6.58), LAMA2 (-5.50), LAMA4 (-4.01), ITGA4 (-5.45), ITGB8 (-16.93)	NA
Cell adhesion molecule	SDC3 (13.1), CD28 (-5.10), RT1-S3 (-5.39), PTPRM (-4.25), ITGA4 (-5.45), ITGB8 (-16.93)	NRCAM (174.65)
PI3K/AKT signaling pathway	LPAR1 (-6.25), MET (-4.29), PDGFRB (-5.39), RELN (-7.27), ITGA1 (-4.96), PDGFRA (-16.57), SPP1 (-22.95), COL1A1 (-4.76), COL6A1 (-6.58), LAMA2 (-5.50), LAMA4 (-4.01), ITGA4 (-5.45), PCK2 (-4.37), ITGB8 (-16.93), CSF1 (-5.49), PRKAA2 (-4.06), NF-ҡB (-2.76)	NGFR (4.07)
MAPK signaling pathway	CDC25B (-4.03), PDGFRB (-5.39), NTRK2 (-7.48), PDGFRA (-16.57), RAPGEF2 (-4.26), RPS6KA5 (-4.57), MEF2C (-16.48)	NA
RAS signaling pathway	ETS1 (-5.26), MET (-4.29), PDGFRB (-5.39), PDGFRA (-16.57), CSF1 (-5.49), KRAS (-2.52), NRAS (-2.32)	NGFR (4.07)

### Anti-cancer effects of combined CHIR99021 and forskolin in a severe IMSCT model

Next, we investigated whether the direct reprogramming technology based on the combination of small molecules can be applied to the treatment of malignant glioma. We verified the anti-cancer effect of the combination treatment with both CHIR99021 and forskolin on a severe IMSCT model. Interestingly, we confirmed that treatment with both CHIR99021 (12.5 mg/kg) and forskolin (10 mg/kg) markedly delayed the neurologic dysfunction in a severe IMSCT model (Fig 6A). By 16 days after glioma transplantation, the tumor volume had significantly decreased in the CHIR99021 and forskolin treated group (Fig 6B–6F).

**Fig 6:**
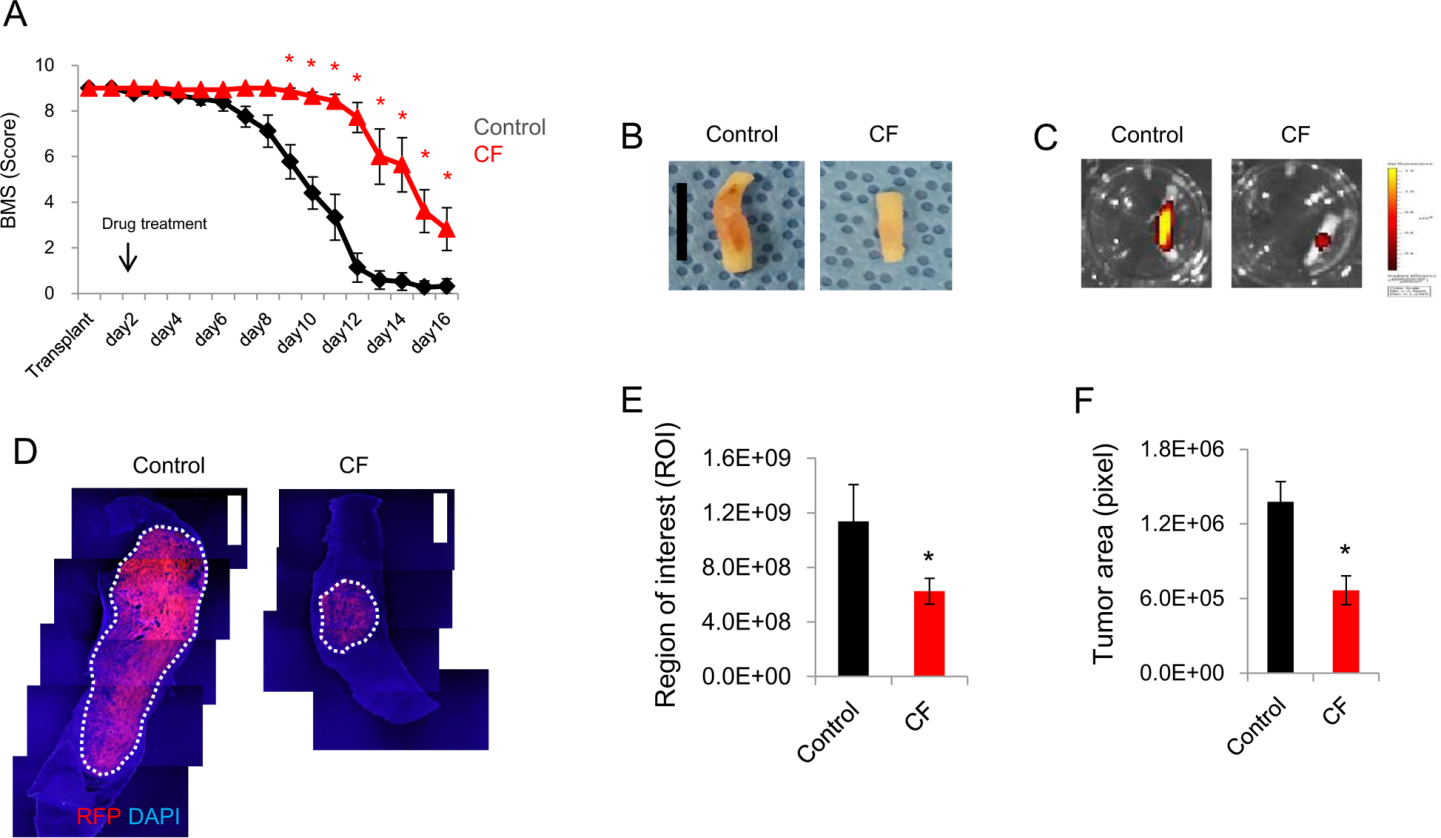
Anti-cancer effects of combined CHIR99021 and forskolin in a severe IMSCT model. (A) Neurologic function tests. (B) Representative image of dissected spinal cord at 16 days post-transplantation with RFP-expressing C6 glioma. (C) Representative optical imaging of dissected spinal cord at 16 days post-transplantation with RFP-expressing C6 glioma. (D) Representative image of sagittal sectioned-spinal cord at 16 days post-transplantation with RFP-expressing C6 glioma. (E) Quantitative result of ROI at 16 days post-transplantation with RFP-expressing C6 glioma. (F) Quantitative result of tumor area at 16 days post-transplantation with RFP-expressing C6 glioma. C, CHIR99021 (12.5 mg/kg); F, forskolin (10 mg/kg). * indicates *p* < 0.05. Asterisk means a significant difference to control. Data are presented as the mean ± S.E.M. Control (n = 11), CF (n = 7). Scale bars represent 1 cm (B) and 2 mm (D).

## Discussion

It has been reported that fibroblasts can be directly reprogrammed into neurons through the forced expression of three pro-neuronal transcription factors [1]. This showed the possibility that a malignant tumor can be converted to post-mitotic cells through direct reprogramming. The direct conversion from a malignant tumor to benign cells is a potent therapeutic strategy for removing tumor cells because terminally differentiated cells will die from apoptosis. In line with this research, a previous study has shown that glioma can be converted to post-mitotic neurons via the forced expression of neural reprogramming factors such as Ngn2 and Sox11 [13]. However, intrinsic limitations related to chromosomal gene insertion persist. The present study is the first to show that glioma can be converted to neurons using small molecule reprogramming in the absence of neural transcription factors.

In a preliminary study, we investigated the neural conversion of glioma using a few small molecule combinations that have been previously used for neural induction, such as a83-01, dorsomorphin, CHIR99021, and forskolin. Seven days after combination treatment, CHIR99021 and forskolin showed higher neural conversion compared to other combinations such as A83-01/forskolin or A83-01/CHIR99021 and to any single treatment (Data not shown). In addition, we used neuronal differentiation media containing pro-differentiation reagents (such as N2, B27, BDNF, GDNF, and NT3) as a control. In the control group, we did not see any neural conversion. Thus, we concluded that the combined treatment with CHIR99021 and forskolin specifically induced neural conversion of glioma.

Neuronal direct reprogramming technology using a small molecule cocktail of 4–7 molecules was reported in fibroblasts [17,18]. Nevertheless, neither other authors nor we could confirm that fibroblasts can be converted into Tuj1-positive neurons by combination treatment with CHIR99021 and forskolin. In contrast, combination treatment with CHIR99021 and forskolin led to physiological and morphological changes in glioma. This result supports our hypothesis that the fate decision of glioma is more flexible than that of fibroblasts.

In a microarray analysis, we confirmed that gene ontology relating to cell differentiation was up-regulated in SMiNs. In contrast, gene expression profiling and gene ontology relating to cell division and mitosis was markedly up-regulated in C6 glioma. These results are the first to show the change of gene expression pattern relating to both neural conversion and growth suppression after neural conversion via small molecules. We did not observe the expression of any transcription factor implicated in neuronal conversion, such as Neurog2, after treatment with CHIR99021 and forskolin for 5 weeks. 

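Neurog2, a proneural transcription factor, had a log2 signal of 4.58 in C6 glioma, below the floor, and of 6.17 in SMiNs, above it, at least 2.60-fold higher. Of 907 other genes of similar mean signal, 10 (1.10%) were higher in SMiNs by as much, and no second array of either condition was available to repeat the value. Of 34 proneural and neuronal transcription factors, 14 reached the floor on at least 1 array, 2 were at least 2-fold higher and 1 was at least 2-fold lower. The other higher gene was Sox4 (2.20-fold), and the lower gene was Bcl11b (at least 2.64-fold). Neurod1 and Sox11 had the same log2 signal on both arrays, 4.34 and 4.35, both below the floor. Pou3f2, also called Brn2, had a signal of 6.30 in C6 glioma and 6.16 in SMiNs, and Myt1l had 4.83 and 4.35. The list median was 0.13 (percentile 96.95) and its mean 0.16 (percentile 85.9).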

A previous study has shown that combination treatment with CHIR99021 and forskolin did not induce Neurog2 expression during neural conversion from fibroblast to neuron [17, 18]. It is possible that a mechanism other than the expression of transcription factors related to neural conversion is activated during C6 glioma neural conversion.

Further, it is unknown which signaling pathway was involved in glioma–neural conversion by forskolin and CHIR99021. In KEGG pathway analysis, we confirmed various changes in cell cycle, molecular interaction/information, and signaling pathways after small-molecule treatment.

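Signals of all 7 Mcm genes examined, which encode subunits of the replicative helicase and, for Mcm10, a separate replication factor, were lower in SMiNs. Mcm7 was 4.11-fold lower, Mcm4 3.30-fold, Mcm5 3.20-fold and Mcm6 2.86-fold. Mcm3 was 2.66-fold lower and Mcm10 2.57-fold. Mcm2 had a log2 signal of 7.56 in C6 glioma and 6.24 in SMiNs. The mitotic kinase Plk1 had a log2 signal of 8.99 in C6 glioma and 6.65 in SMiNs, 5.04-fold lower. Cdc20, an activator of the anaphase-promoting complex, was 4.14-fold lower. The G1 kinases Cdk6 and Cdk4 were 3.18-fold and 2.94-fold lower. Of 14 genes for G1 regulators and cyclin-dependent kinase inhibitors, 5 were at least 2-fold lower and 2 were higher, with a median of -0.51 (percentile 6.19). The lower members included Cdk2 (3.35-fold) and the pocket proteins Rb1 (3.19-fold) and Rbl1 (2.97-fold). The higher members were the G1 cyclin Ccnd2 (11.3-fold) and the kinase inhibitor Cdkn2b (2.24-fold).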

In the cell cycle pathway, the *MCM* family, *CDK 4/6*, *PLK1*, and *CDC20* were markedly down-regulated in SMiNs. The expression level of *MCM*, a useful marker of cancer proliferation, is increased in different cancer types [21]. The depletion of *MCM7* inhibits glioblastoma proliferation [22]. It has been reported that the use of *CDK4/6* inhibitors can be applied for glioblastoma treatment [23]. In addition, the serine/threonine-protein kinase *PLK1*, a trigger of G2/M progression, is highly expressed in tumor cells [24]. These results indicate that the combination treatment with CHIR99021 and forskolin inhibits the cell cycle.

Small-molecule treatment led to changes of the pathways relating to glioma development and cytokine–receptor or ECM–receptor interaction. 

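Pdgfra, the receptor for PDGF that marks oligodendrocyte precursors, had a log2 signal of 10.18 in C6 glioma and 6.13 in SMiNs, 16.6-fold lower. Pdgfrb, its paralog, had a signal of 7.97 in C6 glioma and 5.54 in SMiNs, 5.39-fold lower.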

Especially, *PDGFR* was highly down-regulated in SMiNs. Thus, the downstream genes of *PDGFR* were also sequentially down-regulated. It is known that epidermal growth factor receptor (*EGFR*), *PDGFR*, and *Met* (hepatocyte growth factor receptor, *HGFR*) are expressed in glioma. 

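Of 24 receptor tyrosine kinase genes, 8 were at least 2-fold lower in SMiNs and none was at least 2-fold higher. The collagen receptor Ddr2 was 7.43-fold lower. Igf1r had a log2 signal of 8.50 in C6 glioma and 7.51 in SMiNs, 1.99-fold lower, and Egfr had the same signal, 5.09, on both arrays. The median of the list was -0.21 (percentile 4.87), and its mean was -0.86 (percentile 0). Of 18 genes transcribed in response to ERK signaling, 4 were at least 2-fold lower and 1 was higher, with a median of -0.27 (percentile 38.5). The lower members were the transcription factors Egr1 (4.49-fold), Fosl1 (3.09-fold) and Etv5 (3.00-fold) and the feedback inhibitor Spry2 (4.36-fold). Its relative Spry4 was 3.91-fold higher in SMiNs.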

Glioma expresses both the growth factor ligand and the receptor; hence, the autocrine and paracrine effects of growth factors may regulate proliferation in glioma. It has been reported that glioma growth, invasion, and angiogenesis signals are related to ECM components such as collagen, laminin, and integrin, and to receptor tyrosine kinase (RTK) genes such as *EGFR*, *PDGFR*, *IGF1R*, and *Met* [25]. Given the major role of ECM and RTK in glioma invasion and angiogenesis, down-regulation of genes relating to ECM-receptors or cytokine receptors interaction by CHIR99021 and forskolin may lead to the suppression of angiogenesis and glioma invasion *in vivo*.

Small-molecule treatment led to changes of RTK/PI3K/AKT and RAS/RAF/MAPK signaling pathways on glioma. The activated PDGF receptor triggers both the PI3K/AKT and RAS/RAF/ERK1/2 signaling pathways [25,26]. In the PI3K pathway, the PDGF expression increases the expression of *NF-ҡB* regulating cell proliferation and survival [25]. In addition, the PI3K/AKT pathway is implicated in glioma invasion [23]. It has been reported that transcription factors *c-jun*, *c-myc*, and *c-fos* are involved in cell proliferation. KEGG pathway analysis showed that these genes are involved in the MAPK pathway, and three transcription factors were down-regulated in SMiNs. These results indicate that the combination treatment with CHIR99021 and forskolin induced the neural conversion of glioma, and led to changes in the RTK/PI3K/AKT and RAS/RAF/MAPK signaling pathways involving cell growth and proliferation.

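Fos had a log2 signal of 8.63 in C6 glioma and 6.76 in SMiNs, 3.65-fold lower. Myc had 7.56 in C6 glioma and 6.06 in SMiNs, 2.83-fold lower. Jun had 9.20 in C6 glioma and 7.75 in SMiNs, 2.73-fold lower, on the brighter of its 2 probe sets. The mean of both Jun probe sets was 1.78-fold lower.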

In a growth inhibition experiment in which small molecules were added to C6 glioma or GBM, GBM was more resistant to forskolin compared to C6 glioma. It is possible that some factors, such as cell type-specific differences or heterogeneity, may affect the results. Moreover, a previous study has shown that the drug response is different for each single clone of GBM [27]; Nevertheless, the combination of CHIR99021 and forskolin showed stronger growth inhibition effect compared to single treatment with either CHIR99021 or forskolin. However, the response to CHIR99021 and forskolin should be tested in various GBM clones. In the future, we plan to confirm our findings on GBM *in vivo*.

Collectively, combination treatment with small molecules led to various changes involving gene expression, cell-specific marker expression, signal transduction pathways, and physiological and morphological changes in glioma. These findings demonstrated that direct reprogramming technology based on small molecules can be applied to suppress the proliferation of malignant glioma. We suggest that a combination molecule comprising a GSK3 inhibitor and cAMP inducer would be a candidate molecule for the next-generation of anticancer drug, and that reprogramming technology is a potential therapeutic strategy that could potentially replace the therapeutic paradigm of the traditional treatment of malignant glioma.

## Supporting information

S1 Checklist Completed “The ARRIVE Guidelines Checklist” for reporting animal data in this manuscript.

# Supplementary material for: Regulation of cAMP and GSK3 signaling pathways contributes to the neuronal conversion of glioma
**Source:** PLoS One. 2017 Nov 21;12(11):e0178881. doi: 10.1371/journal.pone.0178881

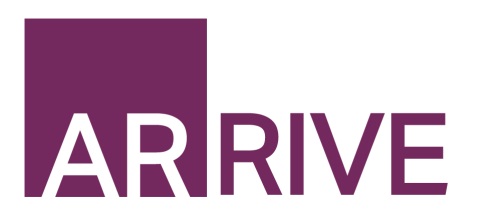

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny^1^, William J Browne^2^, Innes C Cuthill^3^, Michael Emerson^4^ and Douglas G Altman^5^

*^1^The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, ^2^School of Veterinary Science, University of Bristol, Bristol, UK, ^3^School of Biological Sciences, University of Bristol, Bristol, UK, ^4^National Heart and Lung Institute, Imperial College London, UK, ^5^Centre for Statistics in Medicine, University of Oxford, Oxford, UK.*

|  | | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- | --- |
|  | | | Title |  |
|  | | | Abstract |  |
| INTRODUCTION | | |  |  |
| 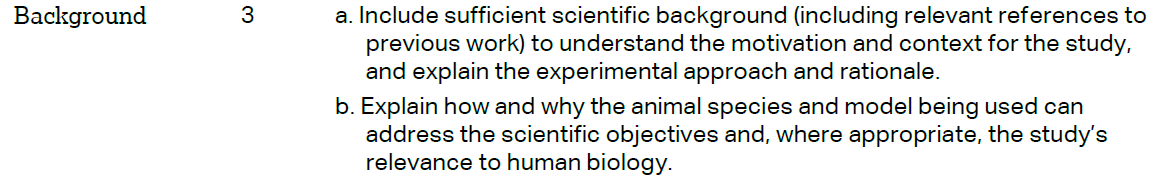 | | | Paragraph 1/2 |  |
|  | | | Paragraph 3 |  |
| METHODS | | |  |  |
|  | | | Method Paragraph 1 |  |
| 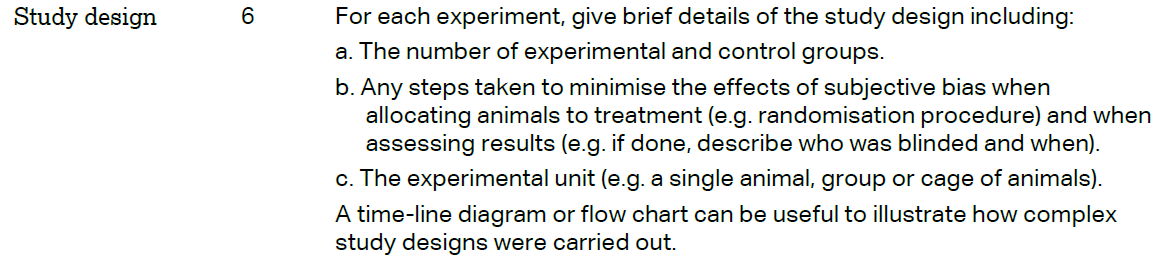 | | | Method Paragraph 7 |  |
| 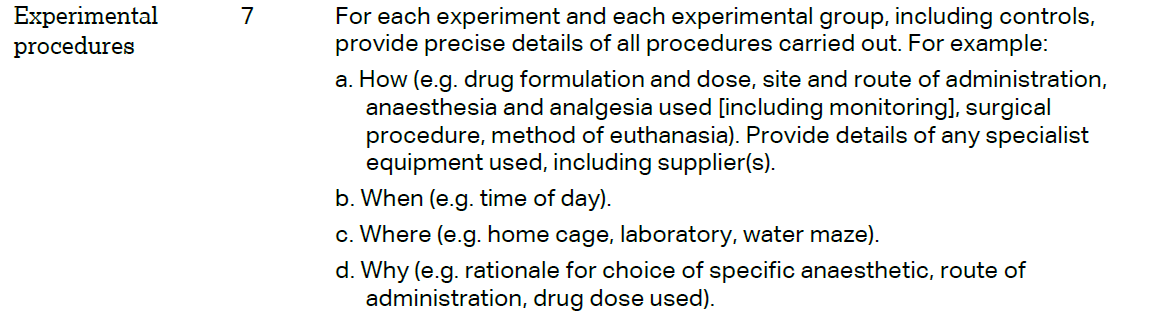 | | | Method Paragraph 7 |  |
| 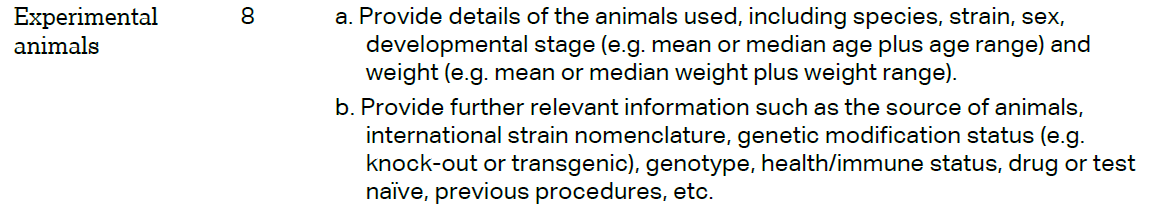 | | | Method Paragraph 7 |  |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 2010^1^

| 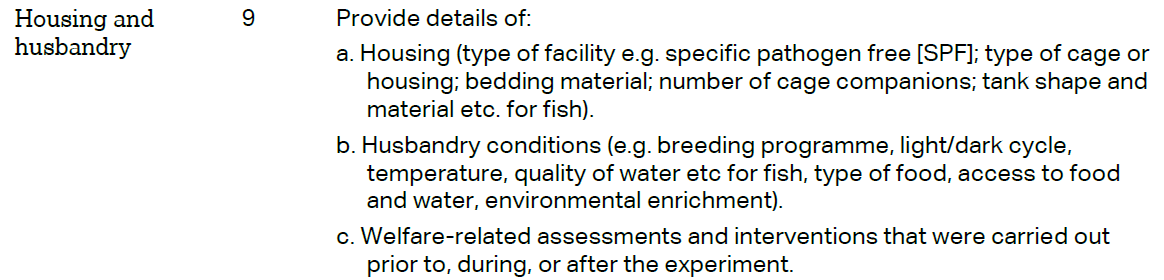 | Method Paragraph 11 | |
| --- | --- | --- |
| 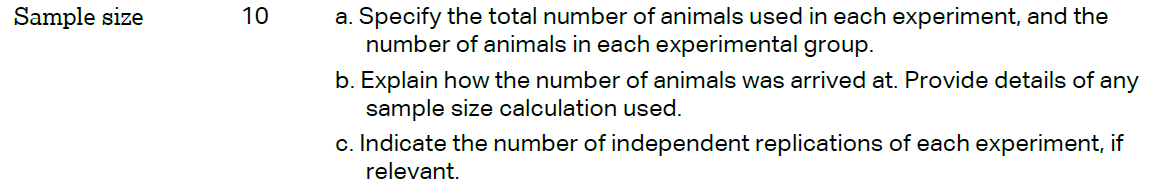 | Figure legend 6 | |
| 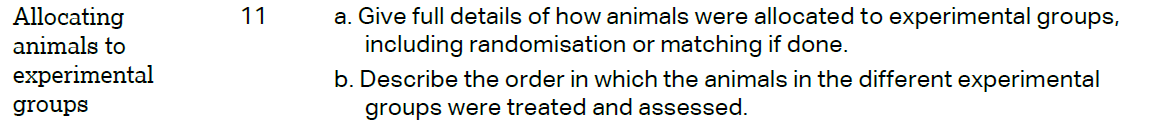 | Method Paragraph 7 | |
|  | Figure 6  Figure legend 6 | |
| 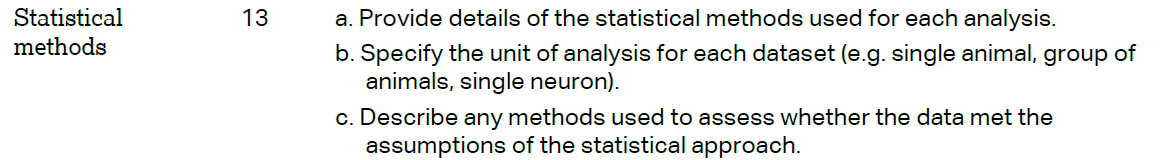 | Method Paragraph 10 | |
| RESULTS |  | |
|  | Method Paragraph 11 | |
|  | Figure legend 6 | |
|  | Figure 6  Figure legend 6 | |
|  | DiscussionParagraph 8 | |
| DISCUSSION |  | |
| 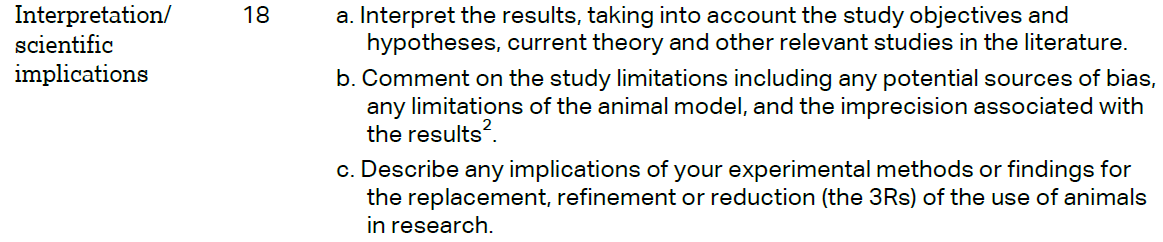 | Paragraph 8 | |
|  | Paragraph 8 | |
|  | | Paragraph 10 |

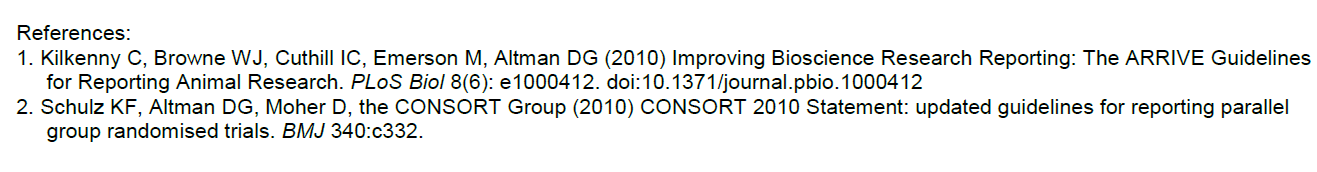

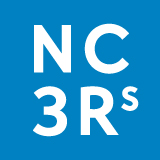

**Supplement:** S1 Checklist

How the deposited data were processed for this re-analysis (not part of the article)

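The data were 2 Affymetrix whole-transcript rat arrays, 1 of undifferentiated C6 glioma and 1 of SMiNs (C6 glioma after 35 days with 20 μM CHIR99021 and 100 μM forskolin). The authors extracted total RNA, made and labeled cDNA with a whole-transcript kit, scanned the arrays and analysed them with Affymetrix GeneChip Command Console Software. The deposited values are log2 signals per probe set. The method of summarization and normalization and the array's name are not given in the sources used here. The base of the logarithm was taken from the values, because 2 to the power of the difference between the arrays gives the folds printed in Table 1. Those folds come from the same arrays, so the Table 1 genes are not a separate measurement. The values were used as deposited, with no further scaling. Signal depends on the probe set, so values were compared between the arrays for one probe set and not between genes. The number of arrays limits the precision: with 1 per condition there is no estimate of error, no test between conditions and no check for a batch.

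Probe sets were named from a platform annotation table. Of 36685 probe sets, 18511 had 1 gene symbol, and the Entrez number of 18394 of these was found in a RefSeq gene table, which changed 0 symbols. A listed name that is a synonym of several genes was left unmatched. Probe sets with several symbols (575) or unnamed here (17599) entered only the counts over all probe sets. No coordinates are given, since the array's genome build is not named. For a gene with several probe sets the one with the highest mean over both arrays was used. A floor was set on each array at the 95th percentile of olfactory and vomeronasal receptor probe sets. Folds of genes below the floor on the lower array are lower bounds against that floor.

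The 31 gene lists held 860 names, of which 759 were measured. They were fixed before the data were examined but after the paper had been read, and some hold genes of Table 1. They cover neuronal structure, synapses, channels, transmitters and transcription factors, cell division, ECM and vessels, markers of 7 cell types, targets of Wnt and cAMP signaling, receptor tyrosine kinases, PI3K/AKT, RAS/MAPK and ERK output, and cholesterol, amino acid, interferon, hypoxia and housekeeping genes. For each list the median difference was set among 10000 random lists of the same size, drawn from all named genes within 20 bins of mean signal, with ties counted as 50%. A percentile describes these 2 arrays and is no p-value, since genes are not replicates. List percentiles outside 2.5 to 97.5 are called outside the random band. The genes named in the text are those that the study names (whose values in Table 1 had been seen), the 15 genes with the largest positive and the 15 with the largest negative difference among those at or above the floor on the brighter array, and up to 4 members each way of every list that differed by at least 2-fold. All members were eligible in lists of 13 or fewer. Some genes outside this rule, such as Gabra5, Neurod1, Pou3f2 and Rarb, are named beside a list and were chosen after their values were seen.

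The list percentile was tested on simulated arrays made by shuffling the differences of 18166 genes within bins of mean signal. Of 100 unchanged lists of 30 genes, 4 fell outside the random band. Of 100 lists each shifted by -0.5, -1 or 1 on the log2 scale, 100 fell outside it. Shifts as small as the neuronal list medians, at most 0.36, were not simulated. The shuffling also removes any shared behavior of the genes in a real list. The alternatives set before the data were examined were median centring, quantile normalization, a filter on low values, values under the floor set to the floor, the mean of all probe sets of a gene, a 2-fold in place of a 4-fold threshold and 1 probe set per gene. Alternatives chosen after the data were examined were leaving out genes of equal value on both arrays, the mean of a list in place of its median and the second probe set of Ccnb2. The gene ontology enrichment of Fig 5B was not repeated, since no ontology sets were used here. Some genes that the study names are not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.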

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

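The gene lists were fixed before the data were examined but after the paper had been read. The explanations weighed here were chosen after the list medians had been seen, so these patterns prompted the tests. Most tests were set before their own values were known. The comparison with receptor probe sets and the question of the culture medium were set after list means and receptor values had been seen, and leaving out genes of equal value was chosen after such genes had been counted.

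Among the 15 named genes with the largest positive difference, 9 that the paper does not discuss were below the floor in C6 glioma and above it in SMiNs. Their log2 signals in SMiNs were 9.86 for Gsta4 and 9.52 for Gsta1, which encode glutathione S-transferases, and 9.72 for Aldh1a1, which makes retinoic acid. They were 9.62 for Tnfrsf11b, which encodes osteoprotegerin, 8.89 for Pi15, 8.64 for Prxl2a, 8.42 for Apoc4, 7.53 for the interferon-inducible Gbp7 and 7.08 for Rnase17. The bound on the fold was at least 33.6 for Gsta4, 30.5 for Aldh1a1, 28.4 for Tnfrsf11b, 26.5 for Gsta1, 17.1 for Pi15, 14.4 for Prxl2a, 12.3 for Apoc4, 6.70 for Gbp7 and 4.90 for Rnase17.

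Targets of Wnt/beta-catenin signaling, which GSK3 inhibition activates, were higher in SMiNs. Of 21 genes, 6 were at least 2-fold higher and 1 was lower, Myc, with a median difference of 0.54 (percentile 100). Against the floor, 5 were higher, without Rnf43. Wif1 (51.1-fold), Notum (11.0-fold), Nkd1 (11.0-fold) and Axin2 (4.08-fold), which encode secreted or intracellular inhibitors of the pathway, were the highest. The median lay above the random band under every setting run, from 0.24 with values under the floor set to the floor to 0.61 without genes of equal value, and the list mean was 0.89. After quantile normalization the percentile was 100.

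Amino acid synthesis and integrated stress response genes were lower in SMiNs. Of 23 genes, 12 were at least 2-fold lower and 2 were higher, with a median of -1.06 (percentile 0). Psat1 (10.6-fold) and Shmt2 (6.94-fold), enzymes of serine and glycine metabolism, Asns (10.3-fold) and Mthfd2 (5.84-fold) were the lowest, and the stress genes Ddit4 (3.08-fold) and Ddit3 (2.33-fold) were higher. After quantile normalization of the arrays the median was -1.01 and its percentile 0. Sorted values of the arrays differed by at most 0.24, so this normalization could not have removed a difference of this size. It therefore adds nothing on a scaling difference that depends on signal. Before normalization the list was already lower than random lists matched on mean signal (percentile 0). The paper gives different media for the cultures, and 0 arrays of cells in neural induction medium without the small molecules were analysed here. Effects of the medium, of the small molecules and of time in culture therefore cannot be told apart.

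Neurog2 was below the floor in C6 glioma and had a log2 signal of 6.17 in SMiNs. Scatter between the arrays is a candidate explanation: of the genes of similar mean signal, 1.10% were higher by as much, which lies between the 5% set beforehand for scatter and the 1% set against it. Among receptor probe sets, 9 of 1360 (0.662%) were higher by as much. Scatter and a rise in transcript cannot be told apart with 1 array per condition.

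Pooled over the cytoskeleton, adhesion, presynaptic and postsynaptic lists, 121 genes had a median difference of 0.26, with 75 higher, 40 lower, 6 equal, 9 at least 2-fold higher and 11 at least 2-fold lower. The percentile of this median was 100, before and after quantile normalization. Random lists matched on signal already share a scaling difference that depends on signal, so the normalization adds little. Without genes of equal value the percentile was 100, against ties that hold random lists at 0. Alone, the adhesion list (94.3) and the postsynaptic list (68.5) then lay within the band. A shift near the floor is argued against by the 72 members at or above the floor on at least 1 array (percentile 99.98) and, tested after that value was seen, by the 53 at or above it on both (percentile 99.93), though the median of the 53 was smaller, 0.08. A general rise of probe sets for unexpressed genes met the rule set for it, a pooled mean no higher than that of receptor probe sets. The pooled mean was 0.12 (standard error over genes 0.10, percentile 99.05). That of receptor probe sets was 0.17, with 663 of these higher, 197 lower and 500 equal. This explanation stays open. A further comparison, chosen after that result, cannot decide it. For 44 members below the floor on both arrays, without genes of equal value, the median was 0.36 (percentile 99.85, random band 0.10 to 0.30). These members are themselves near background, and they were set among named genes and not among receptor probe sets.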

How the results depend on the processing

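The setting of the list mean and the one without genes of equal value were chosen after the data were examined, the others before. No paired analysis was possible because each condition has 1 array and no test exists. The counts of probe sets at least 4-fold higher and lower were 326 and 531. They became 182 and 321 with values under the floor set to the floor, 2503 and 2895 at a 2-fold threshold, and 115 and 246 with 1 probe set per named gene. Median centring, quantile normalization and the filter on low values left both counts within 1.5 times. All 37 measured Table 1 genes kept the direction of the sign printed in Table 1 under every setting run on them. Setting values under the floor to the floor moved the median of all named genes to 0.10, which is the difference between the floors, so list medians under that setting are relative to it.

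Median centring moves every gene by the same -0.063, so by construction it moves every list alike. It took the neurotransmitter list from a median of 0 to -0.063, as it did other lists with a median of 0. It reversed the cAMP target list from 0.04 to -0.026. The percentiles of the neurotransmitter and cAMP lists were 32.7 and 98.0, against 32.9 and 98.0 before. The medians of the oligodendrocyte list (0.03 to -0.034) and the sodium channel list (0.06 to -0.0030), both within the random band, also changed sign. The neurotransmitter median was -0.10 with quantile normalization and -0.18 with the filter on low values, and the list mean was -0.0053. The cAMP list reversed to -0.17 as a mean. The cause was not tested. The S phase, mitosis and amino acid lists stayed below the random band and the Wnt list above it in every setting run on them.

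Of the 7 lists above the band, 6 stayed there with quantile normalization, 3 with the filter on low values, 4 without genes of equal value, and 1 with the list mean or with values under the floor set to the floor. The lists lost were the adhesion, postsynaptic and cAMP lists without genes of equal value, these and the cytoskeleton list with the filter, and the postsynaptic list with quantile normalization. Setting values to the floor gives each gene below the floor on both arrays the difference between the floors. The median of every neuronal list and all of the middle 95% of random medians for the pooled neuronal genes equal that difference, so percentiles of neuronal lists in that setting mostly reflect ties. Other lists left the band: the transcription factor list lay above it with quantile normalization (percentile 98.1). The Schwann cell and receptor tyrosine kinase lists lay below it with quantile normalization (0.975 and 1.39) and with the filter (0.28 and 0.01). With the mean, 9 lists lay below the band and 2 above. Among named genes, Jun, Lrrn3, Rrm2 and Ccnb2 moved by more than the SD of receptor probe sets (0.40) when all their probe sets were averaged. Signal over background limits the neuronal lists: 49 of the 121 pooled members lay below the floor on both arrays.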

Differences from the paper's values

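Of 37 measured Table 1 genes, 35 had a fold within 2% of the paper's value, a tolerance chosen after the folds were seen, with a largest gap of 0.734%. For CCNB2 the paper's fold is -5.06 and the value here was -2.51. It was -2.62 with median centring, -2.27 with quantile normalization, -3.56 with the mean of its probe sets, and -2.51 with the filter on low values or with values under the floor set to the floor, and all of these differ from the paper's. The second probe set of the gene, chosen after seeing the values, gave -5.07, within the tolerance. It concerns this gene alone and drops none of the other genes of Table 1. For RAPGEF2 the paper's fold is -4.26 and the value here was -4.63. It was -4.83 with median centring, -4.13 with quantile normalization and -4.63 with the filter on low values, with values set to the floor and with the mean of probe sets, and all of these differ from the paper's.

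Table 1 prints SDC3 among its down-regulated genes with a positive fold, and Sdc3 was 13.2-fold higher in SMiNs here. The paper states that no expression of transcription factors of neuronal conversion such as Neurog2 was observed. Neurog2 was above the floor in SMiNs here, at least 2.60-fold higher than in C6 glioma, while 20 of the 34 listed transcription factors, Neurod1 and Sox11 among them, were below the floor on both arrays. The paper names no assay or threshold for its statement. With 1 array per condition, scatter and a rise in the Neurog2 transcript cannot be told apart.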

Other observations

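Targets of cAMP signaling, which forskolin raises, differed in both directions after 35 days. Of 28 genes, 4 were at least 2-fold higher and 6 were lower, with a median of 0.04 (percentile 98.0) and a mean of -0.17 (percentile 50.3). The percentile of the median was 96.4 with the filter on low values and 90.6 without genes of equal value, within the random band. Pdk4 (5.93-fold), Per1 (2.39-fold), Bdnf (2.05-fold) and Sik1 (2.01-fold) were higher, and the neuropeptide gene Penk (8.45-fold) and Pde3b (3.71-fold) were lower. Of 19 cholesterol synthesis genes, 3 were lower, Nsdhl (2.69-fold), Fdft1 (2.32-fold) and Lss (2.06-fold), and 1 was higher, Idi1 (2.03-fold), with a median of -0.43 (percentile 20.7). Of 18 hypoxia and glycolysis genes, 5 were lower, among them Car9 (4.07-fold), Pfkp (2.57-fold) and Slc2a3 (2.38-fold), and none was higher, with a median of -0.55 (percentile 7.25) and a mean of -0.68 (percentile 1.61). Of 24 interferon response and antigen presentation genes, 2 were higher, Gbp2 (12.6-fold) and B2m (3.05-fold), and 2 were lower, Cxcl10 (3.17-fold) and Ifit2 (3.10-fold), with a median of 0 (percentile 58.6) and a mean of 0.08.

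Genes of retinoid metabolism and glutathione S-transferases were grouped only after Stra6, Aldh1a1, Gsta4 and Gsta1 had been seen among the most positive differences, so their counts are descriptions. Of 11 retinoid genes measured, 4 were at least 2-fold higher and none was lower. Stra6, a retinol transporter, was 37.0-fold higher, the retinol dehydrogenase Rdh10 was 8.87-fold higher and the retinal reductase Dhrs3 was 5.32-fold higher. The retinoic acid targets Rarb, at 7.15, and Crabp2, at 4.67, had the same log2 signal on both arrays, and Cyp26a1 was below the floor on both. Exactly equal values, which 22.7% of named genes had, do not show that a transcript was unchanged. Of 9 transferase genes measured, 3 were higher, the third being Mgst1 (4.69-fold).

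Other genes with the most positive differences were the calcification inhibitor Mgp (46.2-fold), Enpp2 (24.0-fold), which encodes autotaxin, and Cyp3a9 (18.8-fold). Other genes with the most negative differences were Enpp1 (27.8-fold), Loxl3 (17.3-fold) and Serpinf1 (15.9-fold), and, against the floor, Csgalnact1 (at least 14.7-fold), Txnip (at least 12.7-fold), Hmga2 (at least 12.6-fold), Ano4 (at least 8.85-fold) and Plppr5 (at least 7.53-fold). Of the probe sets unnamed here or with several symbols, 211 were at least 4-fold higher and 279 at least 4-fold lower.

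For markers that the paper measured as protein, Fut4, whose enzyme makes the SSEA-1 epitope, had the same signal on both arrays, 4.09, below the floor. Values were equal on both arrays for 22.7% of named genes, 40.2% of those below the floor on both arrays and 12.1% of the others, and only 9 probe sets differed by less than 0.001 without being equal. The reason was not tested.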
